A study of Mus musculus with 36 samples. Its data were reported in "Reduced Brd1 expression leads to reversible depression-like behaviors and gene-expression changes in female mice" (2020).

How the data were processed

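RNA from punches of the right anterior cingulate cortex (aCC) of 36 female mice was sequenced, with 1 library per mouse. The mice were wild type (WT) or carried 1 targeted allele of Brd1 (Brd1+/-), a gene that encodes a bromodomain protein of histone acetyltransferase complexes. They had received saline (vehicle) or imipramine (IMN), a tricyclic antidepressant, at 10 mg/kg. By the study's methods, mice were injected on consecutive days, and after the last injection they were tested in an open field and a forced swim shortly before their brains were taken. Per the labels, 8 libraries were WT vehicle, 9 Brd1+/- vehicle, 10 WT IMN and 9 Brd1+/- IMN, and each library was placed in its group by its labels alone.

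The authors filtered single-end BGISEQ-500 reads for quality, aligned them to the mouse genome build GRCm38 with HISAT2 against an Ensembl annotation, and quantified genes with StringTie. Their own differential expression was run in edgeR on data not used here. The deposited values are TPM (transcript abundance relative to the total of the library) made by the authors, 1 value per gene and library, with no scaling between libraries. Strand use in the counting and the handling of reads that match several genes are not stated. For that reason pseudogenes, small RNA genes, overlapping genes and antisense genes are uncertain below.

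The table held 52636 genes, of which 52403 had a symbol in the table and 233 had an identifier only. No column of values was left unmatched to a sample (0 columns). The values were checked against the limits of the unit: none lay below 0, the column totals ran from 999727.1 to 999889.0, and the largest value was 37202.7. TPM keep no record of depth. The study states a minimum number of reads per sample, but not the number in each library, so no counting error or detection limit was computed for single values. The error of each value was taken from the spread between mice. A library had between 24685 and 25517 genes above 0, and 17158 genes were listed at 0 in all 36 libraries.

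TPM were transformed as log2(TPM + 0.5), and every fold change below is on that scale, which understates the change of low genes. Genes with at least 0.1 TPM in at least 8 of the 36 libraries were tested (25572 genes). The main test was limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with an intensity trend), two-sided, with Benjamini-Hochberg adjustment over the genes tested in each comparison. Each of the 4 comparisons of groups used only the libraries of its 2 groups; the genotype by imipramine interaction used all 36. Genes were counted at an adjusted p-value under 0.05 and at an unadjusted level of 0.01, the nominal level the study used. Single genes and list scores were compared by exact permutation tests over all arrangements of the libraries, or by permutation tests with 100000 draws, all two-sided, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

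The limma step was tested on simulated data with the group sizes of the vehicle comparison. Of 100 genes changed 2-fold it recovered 91%, and of 100 genes changed 1.5-fold it recovered 49%, with 8 false calls among 25372 unchanged genes. The noise was drawn independently for each gene, unlike real libraries that vary together, and every changed gene had a mean of at least 1 TPM. Both sets were changed in the same fit, which eases the adjusted threshold. The shares are therefore not the power to find a lone changed gene or a low one in the real data. For each count of genes, 100 splits of the same libraries into groups of the same sizes, the real split included, were fitted in the same way.

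Lists of marker genes were scored per library as the mean log2(TPM + 0.5) of their members. The 13 lists were striatal (12 genes, Drd2 left out), choroid plexus (12), erythrocyte (5), oligodendrocyte (10), astrocyte (7), microglia (7), immediate-early (13), upper cortical layers (6), deep cortical layers (7), interneuron (7), Y-linked (4), X inactivation (1, Xist) and 5 study genes. The study genes were the targeted gene Brd1, Drd2, Slc25a35 and Kcnd2, which are marked in the study's plot of this tissue (Kcnd2 is not discussed in its text), and Slc6a3, which its text names as dysregulated in the amygdala and, under IMN, in connection with this tissue. The tissue itself expressed many of them: a median over the 36 libraries of at least 1 TPM was found for 10 of the striatal genes, 0 of the choroid plexus genes, 6 of the deep-layer genes, 3 of the study genes, 0 of the Y-linked genes and every gene of the other lists. Lists of 20 sterol synthesis genes and 10 glucocorticoid-responsive genes were added after the top genes had been seen.

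The groups, the comparisons and their tests, the 13 lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named the 5 study genes whatever their values, up to 5 genes per comparison with the smallest p-values among those with an adjusted p-value under 0.05, and, where no gene other than Brd1 reached it, the 3 genes with the smallest p-values. Genes named outside that rule are said to be so. The alternatives were a pseudocount of 0.1 or 1, no filter on low values, a mean of at least 1 TPM, median-ratio scaling, quantile normalization, all 36 libraries in one fit, the replicate number as a block, array weights, robust empirical Bayes, striatal and oligodendrocyte scores as covariates, the median of a list in place of its mean, and leaving out each library in turn. Covariate fits and leave-one-out fits of the immediate-early score, and other settings for the correlation of the imipramine effects, were added after the data had been seen. Gene positions are those of the GRCm38 annotation. Other brain regions and drugs of the study were not used here.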

Results

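Gene expression was measured by RNA sequencing in the aCC of 36 female mice in 4 groups: WT vehicle (n = 8), Brd1+/- vehicle (n = 9), WT IMN (n = 10) and Brd1+/- IMN (n = 9). The study asked which genes differ between Brd1+/- and WT mice and whether IMN brings expression back towards WT levels. Across all 630 pairs of libraries, Pearson's r of log2(TPM + 0.5) over genes lay between 0.958 and 0.982, and 0 pairs held identical values. Mitochondrially encoded genes took between 21.7% and 30.5% of the TPM of a library, with group means of 24.6% ± 1.61 (SD, n = 8) in WT vehicle, 25.1% ± 1.43 (SD, n = 9) in Brd1+/- vehicle, 25.6% ± 2.27 (SD, n = 10) in WT IMN and 26.0% ± 1.03 (SD, n = 9) in Brd1+/- IMN. Xist, which is transcribed from the inactive X chromosome of females, lay between 65.4 and 136.9 TPM, while none of the 4 Y-linked genes exceeded 0.085 TPM in any library. The labels name no sequencing batch. TPM do not give the depth of each library, for which the study states only a minimum.

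The targeted gene was examined first. Brd1 (ENSMUSG00000022387, protein coding) lies on chromosome 15 from 88687034 to 88734233 on the minus strand of GRCm38. Its level was 26.4 TPM ± 3.03 (SD, n = 8) in WT vehicle and 16.8 TPM ± 2.72 (SD, n = 9) in Brd1+/- vehicle. With IMN it was 23.3 TPM ± 3.43 (SD, n = 10) in WT and 16.8 TPM ± 2.1 (SD, n = 9) in Brd1+/- mice. In the vehicle comparison the log2 fold change was -0.64 (SE 0.095), or 64.2% of WT, and the 2 groups did not overlap. The exact permutation test gave p = 8.23e-05 over 24310 arrangements, two-sided, and Benjamini-Hochberg adjustment over the 20 tests of the study genes gave 0.0016. Over all genes, Brd1 ranked first of 25572, with a limma adjusted p-value of 0.0620 that did not pass 0.05. That call depended on the setting. Over 11 alternatives the adjusted p-value ran from 0.00249 (all 36 libraries in one fit) to 0.766 (the replicate number as a block). It passed 0.05 in 4 of them. It also passed without Brd1+/- vehicle replicate 3 (0.0250), replicate 6 (0.0427) or replicate 9 (0.0364).

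**Figure D1:**
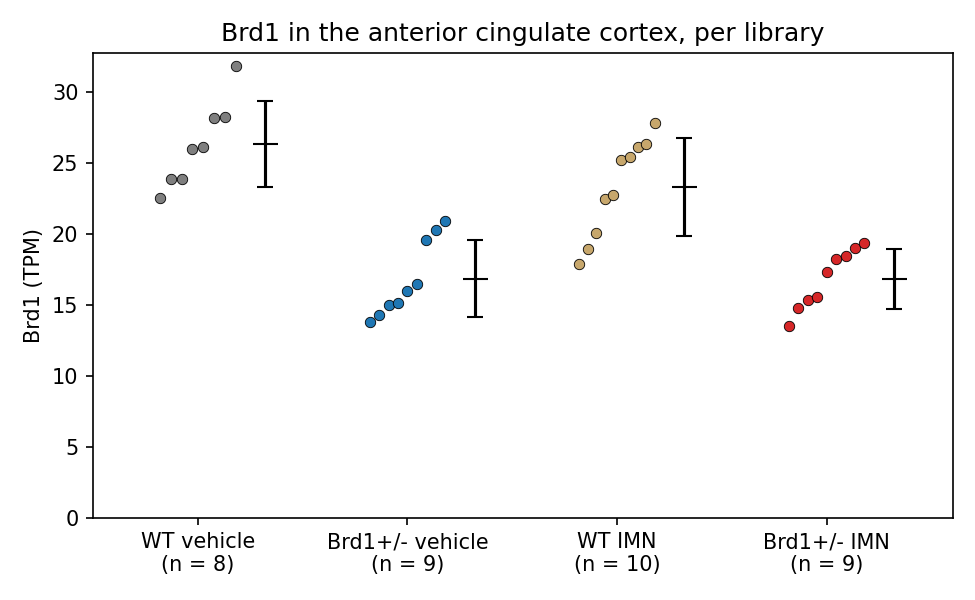
Brd1 in TPM for each library (points) in the 4 groups, with the mean and SD of each group beside them as a bar, on an axis that starts at 0. The Brd1+/- vehicle libraries reach at most 20.9 TPM, below the lowest WT vehicle library at 22.6 TPM, while with IMN the highest Brd1+/- library (19.4 TPM) overlaps the WT range, which starts at 17.9 TPM.

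Under IMN, Brd1 was again lower in Brd1+/- mice, with a log2 fold change of -0.45 (SE 0.091), or 73.0% of WT. The exact permutation test gave p = 0.000325 (0.0032 over the 20 tests), and 9 of 9 Brd1+/- libraries lay below the WT mean. Brd1 ranked first among all genes there too, but its limma adjusted p-value was 0.882, and it passed 0.05 in 0 of the 11 alternatives, where it ran from 0.386 to 1.00. IMN did not move Brd1 beyond the spread between mice: the log2 fold change was 0.01 (SE 0.095) in Brd1+/- mice, whose sign varied with the setting, and -0.18 (SE 0.091; exact permutation p = 0.0690) in WT mice. The interaction was 0.19 (SE 0.13), with a limma adjusted p-value of 1.00.

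Brd1+/- vehicle against WT vehicle asked what the reduced gene dose does without treatment. No gene passed an adjusted p-value of 0.05 (0 of 25572), 959 genes had an unadjusted p-value under 0.05, where 1278.6 would be found by chance, and 179 reached the nominal level of 0.01, where chance gives 255.7. Of the 179, 64 were higher and 115 lower in Brd1+/- mice. That split moved with the scaling of the libraries, to 92 higher and 96 lower after median-ratio scaling and 100 higher and 83 lower after quantile normalization. The nominal count also rested on single libraries: it rose to 383 without WT vehicle replicate 1. The genes ranked after Brd1 did not pass. Gm24646 (ENSMUSG00000087734), a small nuclear RNA gene on chromosome 9 from 45879550 to 45879648, was above 0 in 1 of 8 WT and 8 of 9 Brd1+/- libraries, with a log2 fold change of 1.25 (SE 0.26) and a limma adjusted p-value of 1.00. Without Brd1+/- vehicle replicate 6 its log2 fold change was 1.43, with an adjusted p-value of 0.0427. C530044C16Rik (ENSMUSG00000107667), a long intergenic RNA gene on chromosome 6 from 50776115 to 50815033, rose from 0.116 TPM ± 0.107 (SD, n = 8) to 0.408 TPM ± 0.149 (SD, n = 9), a log2 fold change of 0.56 (SE 0.12) with a limma adjusted p-value of 1.00. Both lay near the pseudocount, where a fold change depends on it.

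Drd2 encodes the dopamine receptor that the study singled out in this tissue. The gene (ENSMUSG00000032259) lies on chromosome 9 from 49340627 to 49408177. Its mean was 0.650 TPM ± 0.418 (SD, n = 8) in WT vehicle and 4.62 TPM ± 11.3 (SD, n = 9) in Brd1+/- vehicle, but the medians were 0.604 and 0.846 TPM. Replicate 6 of Brd1+/- vehicle held 34.7 TPM, and the other 35 libraries of the 4 groups lay between 0.143 and 1.96 TPM. The log2 fold change of 0.76 (SE 0.56) was within the spread between mice (two-sided exact permutation p = 0.235), and it fell to 0.23 (exact permutation p = 0.394) without that library. With the striatal and oligodendrocyte scores as covariates it was 0.06, in a fit on which that library, the highest in the striatal score, weighs heavily. With IMN the log2 fold change of Drd2 in Brd1+/- mice was -0.79 (SE 0.53; exact permutation p = 0.149), within the spread between mice, and -0.26 (exact permutation p = 0.297) without the same library. In WT mice the change with IMN was -0.12 (SE 0.22, exact permutation p = 0.622). The interaction of -0.67 (SE 0.60) had a limma adjusted p-value of 1.00, and it was -0.14 without Brd1+/- vehicle replicate 6. The change in WT mice and the interaction both changed sign under an alternative, to 0.04 with array weights and to 0.15 with the score covariates.

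**Figure D2:**
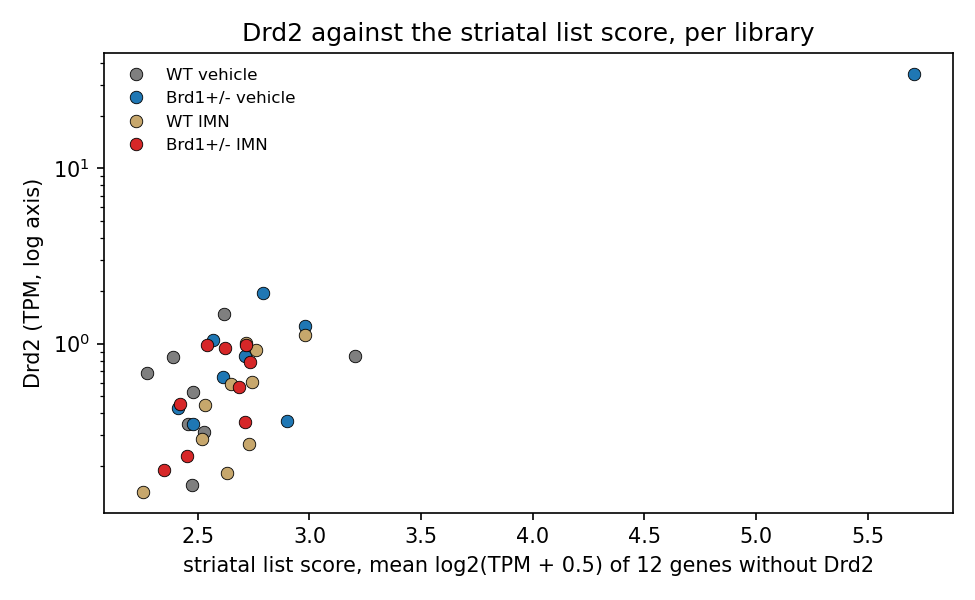
Drd2 in TPM on a log axis against the striatal score, the mean log2(TPM + 0.5) of 12 striatal genes without Drd2, with 1 point per library coloured by group. Brd1+/- vehicle replicate 6 stands alone at a score of 5.71 and 34.7 TPM, while the others reach at most 3.21 on the score and 1.96 TPM.

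The other genes taken from the study were read in the same fits. Slc6a3 (ENSMUSG00000021609, chromosome 13 from 73536747 to 73578672), the dopamine transporter gene, was above 0 in 3 of 36 libraries, 1 WT vehicle and 2 WT IMN, and never above 0.0592 TPM; it was listed at 0 in every Brd1+/- library, and the filter on low values left it out of the main limma test. Slc25a35 (ENSMUSG00000018740, chromosome 11 from 68968131 to 68974365), a mitochondrial carrier gene, did not differ between the vehicle groups (log2 fold change -0.02, SE 0.091; exact permutation p = 0.779), and its sign there varied with the setting. It was 4.44 TPM ± 0.516 (SD, n = 9) in Brd1+/- vehicle and 5.92 TPM ± 1.08 (SD, n = 9) in Brd1+/- IMN, a log2 fold change of 0.37 (SE 0.10) with an exact permutation p = 0.00156 (0.0104 over the 20 tests), higher in 9 of 9 libraries. Under IMN it was 0.29 (SE 0.11) higher in Brd1+/- than WT mice, with an exact permutation p = 0.0116 (0.0465 over the 20 tests) and 8 of 9 libraries above the WT mean. Over all genes, limma's adjusted p-values for these 2 changes were 0.605 and 1.00. Kcnd2 (ENSMUSG00000060882, chromosome 6 from 21215503 to 21729805), a potassium channel gene, was 31.7 TPM ± 2.90 (SD, n = 8) in WT vehicle and 36.3 TPM ± 2.68 (SD, n = 9) in Brd1+/- vehicle. That log2 fold change of 0.20 (SE 0.065) had an exact permutation p = 0.00350 (0.0175 over the 20 tests), with 9 of 9 libraries above the WT mean, and a limma adjusted p-value of 1.00 over all genes. IMN changed it by -0.05 (SE 0.070) in Brd1+/- mice. In limma, adjusted over the list alone, 2 of the 4 genes above the filter passed 0.05 in the vehicle comparison (Brd1 and Kcnd2), 2 under IMN (Brd1 and Slc25a35), 1 with IMN in Brd1+/- mice (Slc25a35), 0 with IMN in WT mice and 0 in the interaction. Apart from Brd1, these genes were taken from the study's own account of its expression data, so the adjustment over the list alone is not independent evidence.

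Brd1+/- IMN against WT IMN asked whether the genotypes differ under treatment. The count at an adjusted p-value under 0.05 was 0, with 826 genes at an unadjusted p-value under 0.05 and 157 at the nominal level (97 higher and 60 lower in Brd1+/- mice; 74 higher and 82 lower after quantile normalization). Behind Brd1 stood 2 genes near the pseudocount that did not pass, each with a limma adjusted p-value of 0.882. Gm14247 (ENSMUSG00000081616), a processed pseudogene on chromosome 2 from 156892882 to 156893118, was 0.651 TPM ± 0.292 (SD, n = 10) in WT and 0.173 TPM ± 0.198 (SD, n = 9) in Brd1+/- mice. Gm22505 (ENSMUSG00000064890), a small nuclear RNA gene on chromosome 3 from 99707740 to 99707847, was above 0 in 9 of 10 WT and 2 of 9 Brd1+/- libraries.

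Brd1+/- IMN against Brd1+/- vehicle asked what IMN does in the mutant mice. In this comparison 2 genes passed an adjusted p-value of 0.05, 1412 had an unadjusted p-value under 0.05, and 313 reached the nominal level (172 higher and 141 lower with IMN; 151 higher and 172 lower after quantile normalization, and 281 higher and 141 lower with the striatal and oligodendrocyte scores as covariates). Mvd (ENSMUSG00000006517), which encodes an enzyme of sterol synthesis and lies on chromosome 8 from 122433601 to 122443422, was 17.3 TPM ± 2.64 (SD, n = 9) with vehicle and 11.5 TPM ± 1.19 (SD, n = 9) with IMN. Its log2 fold change was -0.56 (SE 0.088), with a limma adjusted p-value of 0.0492. Gm8170 (ENSMUSG00000112381), a processed pseudogene on chromosome 10 from 82020551 to 82021495, rose from 0.509 TPM ± 0.127 (SD, n = 9) to 1.14 TPM ± 0.242 (SD, n = 9), a log2 fold change of 0.70 (SE 0.11) with the same adjusted p-value; reads of its parent gene can be assigned to it, so its level is uncertain. Both calls stood at the edge of the threshold. None of the 11 alternatives or of the 18 fits that each left out 1 library gave 2 genes; the counts were 0 or 1. Over the alternatives the adjusted p-value of Mvd ran from 0.0104 to 0.393 and that of Gm8170 from 0.0350 to 0.731. Both upper ends came with the replicate number as a block, and the next highest values were 0.0955 and 0.101. Over the fits that left out 1 library the ranges were 0.0419 to 0.163 for Mvd and 0.0452 to 0.163 for Gm8170.

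WT IMN against WT vehicle asked the same of WT mice. With all 18 libraries, 0 genes passed an adjusted p-value of 0.05, 1687 had an unadjusted p-value under 0.05 and 404 reached the nominal level, 110 higher and 294 lower with IMN. The split was 173 higher and 260 lower after median-ratio scaling, and 184 higher and 239 lower after quantile normalization. A single library decided this count. Without WT vehicle replicate 1, 32 genes passed an adjusted p-value of 0.05 (3 higher and 29 lower with IMN) and 790 reached the nominal level, 330 of them shared with the 404. The 3 genes with the smallest p-values with all libraries were Pmepa1 (ENSMUSG00000038400, chromosome 2 from 173224458 to 173276533), Fam129b (ENSMUSG00000026796, chromosome 2 from 32876114 to 32925254) and Sox18 (ENSMUSG00000046470, chromosome 2 from 181669836 to 181671640). Their log2 fold changes were -0.39 (SE 0.069), -0.34 (SE 0.061) and -0.54 (SE 0.10), each with a limma adjusted p-value of 0.242. Without WT vehicle replicate 1 the adjusted p-values were 0.0462, 0.0493 and 0.0424. Mvd was also lower with IMN in WT mice, by a log2 fold change of -0.36 (SE 0.095), with a limma adjusted p-value of 0.430; its interaction of -0.20 (SE 0.13) had an adjusted p-value of 1.00.

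The genotype by imipramine interaction asked whether IMN acts differently in the 2 genotypes. No gene passed (0 at an adjusted p-value under 0.05), 818 had an unadjusted p-value under 0.05 and 140 reached the nominal level, with 98 positive and 42 negative (90 and 55 after median-ratio scaling, 69 and 76 after quantile normalization). The 3 genes with the smallest p-values each had a limma adjusted p-value of 1.00. The first was the processed pseudogene Rps10-ps4 (ENSMUSG00000083988, chromosome 5 from 147100562 to 147101053). It was listed at 0 in 9 of 9 Brd1+/- vehicle libraries and above 0 in 6 of 9 with IMN. In WT mice it was above 0 in 5 of 8 vehicle and 2 of 10 IMN libraries. The others were the long intergenic RNA gene Gm17484 (ENSMUSG00000091514, chromosome 8 from 25754480 to 25769704, interaction -0.76, SE 0.19) and the antisense gene Gm13563 (ENSMUSG00000085767, chromosome 2 from 26381526 to 26389018, interaction 0.77, SE 0.20).

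**Figure D3:**
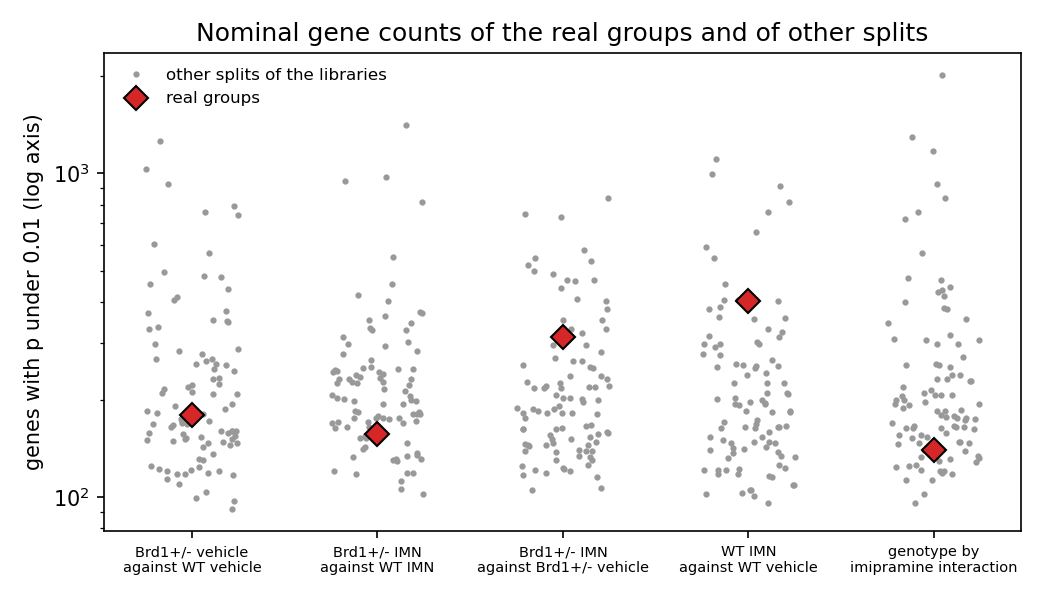
Number of genes at the nominal level of 0.01 on a log axis in each comparison for the real groups (diamonds) and for other splits of the same libraries into groups of the same sizes (points). The real counts of 179, 157, 313, 404 and 140 lie among the points, whose medians are 181, 200, 188, 194 and 188.

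Effects were then set against each other across genes, which are not independent replicates. The genotype effects under vehicle and under IMN, which share no library, had r = -0.02 and rho = 0.02 over 25572 genes; 87 of 100 regroupings by genotype within the IMN libraries gave a correlation as strong. Of the 179 genes at the nominal level in the vehicle comparison, 84.9% moved the opposite way with IMN in Brd1+/- mice. Those 2 contrasts share the Brd1+/- vehicle libraries, so a high share arises without any effect: random splits of the vehicle libraries gave a median share of 91.3% (80.6% to 97.8%), and 94 of 100 splits gave a share as high. The share was lowest, 79.6%, over genes with a mean of at least 1 TPM.

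Scores of the marker lists were compared in the 4 comparisons of groups (52 tests) to describe the tissue in the punches. No list passed after Benjamini-Hochberg adjustment over the 52 exact permutation tests. The smallest p-values belonged to the immediate-early list, 13 genes induced by neuronal activity; the mice had gone through a forced swim shortly before tissue collection. It changed by -0.49 with IMN in Brd1+/- mice, from 5.82 ± 0.244 (SD, n = 9) to 5.34 ± 0.361 (SD, n = 9), with an exact permutation p = 0.00226 (0.118 over the 52 tests), and 9 of 9 IMN libraries lay below the vehicle mean. In WT mice it changed by -0.48, from 5.85 ± 0.475 (SD, n = 8) to 5.37 ± 0.276 (SD, n = 10), with an exact permutation p = 0.0183 (0.477 over the 52 tests) and 9 of 10 libraries below. The median of the list in place of its mean moved these values most, to -0.30 (exact permutation p = 0.0568) and -0.27 (exact permutation p = 0.144). The interaction was -0.01 (permutation p = 0.965). Between the genotypes the list differed by -0.03 with vehicle (exact permutation p = 0.908) and -0.04 with IMN (exact permutation p = 0.812). The striatal list was 0.47 higher in Brd1+/- vehicle than WT vehicle (exact permutation p = 0.202), with SDs of 1.03 (n = 9) and 0.282 (n = 8). Brd1+/- vehicle replicate 6 stood at 5.708, while the others of its group (2.413 to 2.98) lay within the WT vehicle range (2.27 to 3.205). The remaining tests of the striatal list and all tests of the choroid plexus, erythrocyte, oligodendrocyte, astrocyte, microglia, upper and deep cortical layer, interneuron, Y-linked, X inactivation and study gene lists had adjusted p-values between 0.918 and 0.993.

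**Figure D4:**
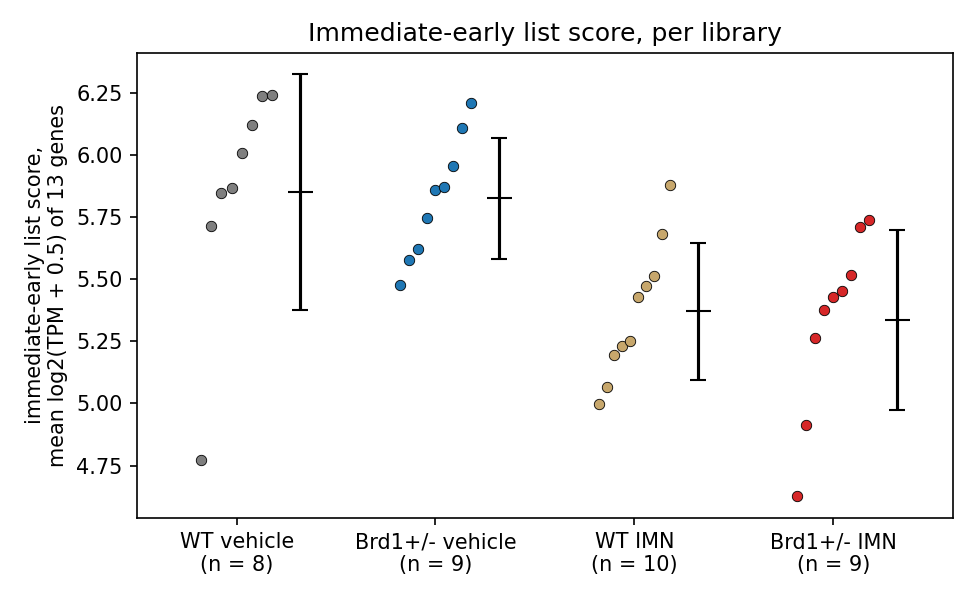
Immediate-early score, the mean log2(TPM + 0.5) of 13 genes, for each library (points) in the 4 groups, with the mean and SD of each group as a bar beside them. The means are 5.85 and 5.82 with vehicle and 5.37 and 5.34 with IMN, and the lowest vehicle library, WT vehicle replicate 1, lies at 4.77.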

Values the study reported

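In the aCC the study reported Brd1 alone as differing between Brd1+/- and WT vehicle mice at a false discovery rate of 5%, and 141 genes at its nominal level of 1%. It gave a mean RNA integrity number of 7.87 (SD 0.26) and groups of 9 to 10 mice for tissue sampling after IMN at 10 mg/kg. For its plot of aCC expression it gave 8 to 10 mice per group. Each aCC sample was stated to have at least 10 M clean single-end reads of 50 bp, where M is the SI prefix mega. Brains were collected 1 hour after the forced swim, which followed the second injection.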

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

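The tests of Brd1+/- vehicle replicate 6 and of WT vehicle replicate 1 below were chosen only after their values had been seen; those of Drd2 between the groups and of Slc6a3 were not. Values were picked out where the highest or lowest library of a group lay far from the others of that group by Dixon's criterion at the 95% level. Of 112 group values tested, 13 were picked out, where about 5.6 would be by chance. Brd1+/- vehicle replicate 6 and WT vehicle replicate 1 held 3 each.

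Brd1+/- vehicle replicate 6 was apart in Drd2, in the striatal score and in the choroid plexus score. Its log2(TPM + 0.5) of Drd2 was 5.136, against -0.24 to 1.297 in the others of its group. Its striatal score was 5.708 (2.413 to 2.98 in the others of its group), with 11 of the 12 striatal genes at their highest of the 36 libraries. The abundant striatal genes rose with it: Ppp1r1b stood at 543.5 TPM (at most 240.2 elsewhere) and Rasd2 at 108.9 TPM (at most 59.8). Its choroid plexus score was 4.419 (-0.762 to -0.303 in the others of its group), with 12 of 12 genes at their highest and Ttr at 3806 TPM against at most 38.5 TPM elsewhere. Since the striatal score leaves Drd2 out, its height there argues against a rise of Drd2 alone in that mouse. A candidate explanation is that striatal and choroid plexus tissue entered this punch or this RNA. The median over the 36 libraries was at least 1 TPM for 10 of the 12 striatal genes and for 0 of the 12 choroid plexus genes. Whether the punch reached deeper tissue or RNA of another sample was mixed in cannot be read from TPM and was not tested.

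For the groups as a whole, the higher Drd2 of Brd1+/- vehicle against WT vehicle is consistent with that tissue. With the striatal and oligodendrocyte scores as covariates the log2 fold change of 0.76 became 0.058, and without replicate 6 it was 0.23 (exact permutation p = 0.394). Replicate 6, at a striatal score of 5.708 against at most 3.205 elsewhere, weighs heavily on the covariate fit. The 2 values are therefore not separate evidence, and the 0.23 was not shown to come from striatal tissue. The striatal list itself did not differ between the groups beyond their spread (0.47, exact permutation p = 0.202). Apart from replicate 6, the scores of Brd1+/- vehicle (2.413 to 2.98) lay within the WT vehicle range (2.27 to 3.205). A smaller effect of genotype on Drd2 stays open as a biological explanation. Replicate 6 was the highest or lowest of all 36 libraries for 44 of the 179 genes at the nominal level (24.6%). Ties were counted there, such as a 0 shared with other libraries, and no such share was taken for another library. Over all genes tested it was the sole highest for 1501, while WT vehicle replicate 7 was so for 2175. The share therefore does not show a weight particular to replicate 6. Without replicate 6, 155 genes reached the nominal level, 112 of them among the 179. Leaving out other single libraries gave 143 to 383 genes, so that drop is not particular to replicate 6.

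WT vehicle replicate 1 was apart in the striatal score (3.205, against 2.27 to 2.617 in the other WT vehicle libraries), the immediate-early score (4.772, against 5.713 to 6.239) and the upper cortical layer score (4.571, against 5.461 to 5.954). The upper-layer score of 4.571 was the lowest of all 36 libraries, while its deep-layer score of 4.445 ranked 35 and its oligodendrocyte score of 7.255 ranked 34 of 36 from the lowest. That combination is what another depth or position of the punch in the cortex could give, with more deep layer and white matter and less upper layer. Whether the low immediate-early score of this mouse comes from the same tissue difference or from the animal was not tested. Its weight in the IMN comparison of WT mice is taken up among the other observations.

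The remaining 7 values sat in libraries with 1 or 2 such values each, and that number is close to what chance gives. Slc6a3 of WT vehicle replicate 4 was -0.84 on the log2(TPM + 0.5) scale with every other library of the group listed at 0. The gene was above 0 in only 3 of 36 libraries, so values near the floor may account for any difference between groups in Slc6a3. Gm24646 of the same library was 0.103 with the others of its group at 0, and Rps10-ps4 of WT IMN replicate 2 was -0.519, next to -0.764; both genes lie near the floor as well. Pmepa1 was lowest in WT IMN replicate 3 (4.426, next to 4.719) and Gm17484 in Brd1+/- vehicle replicate 8 (1.456, next to 1.726). The erythrocyte score was highest in Brd1+/- IMN replicate 5 (7.107, next to 5.879), and the microglia score was lowest in Brd1+/- IMN replicate 6 (4.089, next to 4.467). No technical or biological explanation was tested for these last 4 libraries.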

How the results depend on the processing

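The covariate and leave-one-out fits of the immediate-early score were chosen only after its result had been seen; the other alternatives were not. Among the results that answer a comparison, 126 of the values under other settings kept their direction and their side of the threshold, 4 came to pass it and 21 counts moved by over 1.5 times; of those under fits that each left out 1 library, 261 stayed, 3 came to pass and 24 moved. TPM do not hold the depth of each library, so how far it limits each gene is unknown.

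In Brd1+/- vehicle against WT vehicle the count at an adjusted p-value under 0.05 went from 0 to 1 with a mean of at least 1 TPM, median-ratio scaling, quantile normalization and all 36 libraries in one fit, and lay between 0 and 2 over the fits that each left out 1 library. The gene was Brd1, with log2 fold changes of -0.6386, -0.6196, -0.6138 and -0.6386. Its limma adjusted p-values were 0.0435, 0.00887, 0.00584 and 0.00249. Over the 11 alternatives they ran from 0.00249 to 0.766, the highest with the replicate number as a block. With a mean of at least 1 TPM fewer genes were tested, and the fit of all libraries had more libraries; for the scalings the cause was not tested. Leaving out 1 library gave -0.6787 to -0.5991 for Brd1. The nominal count of 179 became 98 with a mean of at least 1 TPM, where fewer genes were tested, and 326 with array weights, and ran from 143 to 383 over the fits that each left out 1 library, the highest without WT vehicle replicate 1. The nominal count under IMN became 79 (from 157) and that of the interaction 70 (from 140) with a mean of at least 1 TPM.

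In Brd1+/- IMN against Brd1+/- vehicle the count of 2 became 1 without a filter, with median-ratio scaling, with all 36 libraries in one fit and with array weights, and 0 with a pseudocount of 0.1 or 1, a mean of at least 1 TPM, quantile normalization, robust empirical Bayes and the score covariates. It was 0 or 1 in each of the 18 fits that left out 1 library. The cause was not tested, but both adjusted p-values were 0.0492 to begin with. In WT IMN against WT vehicle the count of 0 ran from 0 to 32 and the nominal count of 404 from 321 to 790 over the fits that each left out 1 library, both highest without WT vehicle replicate 1. Array weights, which weigh libraries by their residuals, gave 780 there and 242 in the interaction. The cause was not tested.

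Replicate numbers recur in the groups. Over 51 pairs of libraries with the same number, the deviations from the group means had a median r of -0.011 (-0.263 to 0.262, over 0.1 in 4 pairs). Over 434 pairs with other numbers the median was -0.004. No likeness of libraries with the same number was seen. A weak shared factor, such as litter or day, is not excluded by these correlations. With the replicate block, 0 genes passed an adjusted p-value of 0.05 in Brd1+/- IMN against Brd1+/- vehicle, where 2 did without it. The nominal counts were 126 and 157 between genotypes with vehicle and IMN, 277 and 437 with IMN in Brd1+/- and WT mice, and 139 in the interaction.

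Most directions that reversed belonged to values near 0; the interaction of Drd2 did not. Slc25a35 in the vehicle comparison became 0.0298 with array weights and 0.0114 with the score covariates (-0.0482 to 0.0123 over the fits that each left out 1 library), and Kcnd2 under IMN -0.0053 with array weights (-0.0197 to 0.0655). Brd1 with IMN in Brd1+/- mice became -0.0049 with quantile normalization and -0.0291 with array weights (-0.0272 to 0.046), Drd2 with IMN in WT mice 0.04 with array weights (-0.2207 to 0.0068), and the interaction of Drd2 0.1481 with the score covariates. With the median in place of the mean, the erythrocyte score with IMN in Brd1+/- mice became -0.0372, the astrocyte score 0.2333 in Brd1+/- and 0.2704 in WT mice, and the microglia score in the vehicle comparison 0.0108. The immediate-early score between genotypes became 0.0586 with vehicle and 0.022 with IMN, and the upper-layer score with vehicle -0.0267. The interneuron score became -0.0649 and 0.1139 between genotypes with vehicle and IMN, and 0.0659 and -0.113 with IMN in Brd1+/- and WT mice. The study gene score became 0.2907 between genotypes with IMN, and 0.1176 and 0.0562 with IMN in Brd1+/- and WT mice. Quantile normalization turned the interneuron score between genotypes with IMN to 0.0176. Except where the median replaced the mean, the cause was not tested. Among single genes named by rank, 17 values of Mvd or Gm8170 under other settings and 34 in fits that left out 1 library no longer passed, each gene counted in each fit. Leaving out 1 library brought 4 values past the threshold: Gm24646 without Brd1+/- vehicle replicate 6, and Pmepa1, Fam129b and Sox18 without WT vehicle replicate 1. Gm24646, C530044C16Rik, Gm14247, Gm22505, Gm8170 and Rps10-ps4 gave no value with a mean of at least 1 TPM, since that filter removes them.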

Other observations

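The splits of the full comparisons, the share that moved back with IMN, the tests of the 13 lists between groups, the median and quantile alternatives of the immediate-early list and the gene counts without each library were planned. The other tests below, and the use of quantile normalization to judge an explanation, were chosen after the data had been seen. The lists of sterol synthesis and glucocorticoid-responsive genes were chosen after the top genes had been seen, with those genes left out.

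Other splits of the same libraries set the scale for the counts. In Brd1+/- vehicle against WT vehicle, 53 of the 100 splits gave as many genes at the nominal level as the real 179. The number was 77 of 100 in Brd1+/- IMN against WT IMN, 81 of 100 in the interaction and 13 of 100 in WT IMN against WT vehicle. For IMN in Brd1+/- mice 22 of 100 splits gave as many genes at the nominal level, but 4 of 100 gave as many as its 2 genes past the adjusted threshold. The other 4 results had 0 genes past that threshold, and 959, 826, 818 and 1687 genes with an unadjusted p-value under 0.05, in the order given. For a count of 0 all 100 of 100 splits must give as many, so the splits say nothing about those zeros. At the nominal level the genotype counts are in line with what arbitrary groups of these mice give.

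The count of genes past an adjusted p-value of 0.05 in the vehicle comparison was 0 here. That is lower than the number quoted from the study above. With a mean of at least 1 TPM, median-ratio scaling, quantile normalization or all 36 libraries in one fit it was 1, and the gene was Brd1.

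The share of genes that moved back with IMN needs no effect of the drug. The 84.9% found for the 179 genes was reached or passed in 94 of 100 random splits of the vehicle libraries, so the Brd1+/- vehicle libraries entering both contrasts could account for all of it. A real return of some genes towards WT levels is neither shown nor excluded by that test.

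IMN effects in the 2 genotypes correlated weakly across genes. Their log2 fold changes, from libraries that do not overlap, had r = 0.17 and rho = 0.21 across 25572 genes, which are not independent. Only the real grouping, 1 of 100 regroupings by treatment within the WT libraries, gave a correlation as strong; the others lay between -0.157 and 0.159. The value was 0.17 without Brd1+/- vehicle replicate 6 as well, and r lay between 0.11 and 0.20 under other filters, pseudocounts and quantile normalization, with 1 or 2 of 100 regroupings as strong. Chance correlation of noise is argued against, though by a small margin. An effect of IMN, or of something that went with it such as the order of handling or behaviour in the tests before tissue collection, stays open. So does tissue content of the punch. The oligodendrocyte score was higher with IMN by 0.186 in Brd1+/- and 0.615 in WT mice, each within the spread (exact permutation p = 0.727 and 0.288). The correlation was not fitted with that score as a covariate or without WT vehicle replicate 1.

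Whether the immediate-early genes made part of that correlation was not tested. Among the 13 lists, the immediate-early list changed most clearly with IMN. Over both genotypes, with treatment permuted within genotype, it changed by -0.484 with IMN (permutation p = 0.00024, or 0.00312 over the 13 lists), with 9 of 9 Brd1+/- and 9 of 10 WT IMN libraries below their vehicle means. The other 12 lists had adjusted values between 0.752 and 0.924. With IMN, 12 of the 13 genes were lower in Brd1+/- mice (from -1.18 for Egr2 to 0.07 for Btg2) and 13 of 13 in WT mice (from -0.99 for Npas4 to -0.11 for Dusp1). Tissue content of the punch is argued against as the whole cause: with oligodendrocyte, striatal and upper-layer scores as covariates the drop was -0.43 in Brd1+/- mice (permutation p = 0.00857) and -0.38 in WT mice (permutation p = 0.0337). The same holds for the share of mitochondrial RNA, with -0.42 (permutation p = 0.0167) and -0.47 (permutation p = 0.0263), and for the scaling of the libraries, since after quantile normalization the larger of the 2 exact permutation p-values was 0.0244. The drop was weaker with the median of the list, -0.30 (exact permutation p = 0.0568) and -0.27 (exact permutation p = 0.144). Leaving out 1 library at a time gave -0.539 to -0.401 in Brd1+/- and -0.633 to -0.423 in WT mice, the last range starting without WT vehicle replicate 1. By the study's methods the mice went through an open field and a forced swim shortly before their brains were taken, and such genes can respond quickly to both and to handling. The data are consistent with lower activity-induced expression after IMN in both genotypes, as a hypothesis. Without mice that had not swum, an effect of IMN on resting levels and one on the response to the swim were not tested apart, and neither was a difference in handling order, which the labels do not give.

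The calls for IMN in WT mice depended on WT vehicle replicate 1. Without it 32 genes passed an adjusted p-value of 0.05 and 790 reached the nominal level; among 100 splits of the remaining 17 libraries, the real one included, 1 and 4 gave as many. The library was singled out because its removal changed the count most among 18, and the splits do not account for that choice. The 32 genes, all seen before they were chosen for naming, include Gadd45b (-0.69), Npas4 (-1.20), Fosb (-0.86), Egr4 (-0.88), Bdnf (-0.77) and Nptx2 (-0.79) among the 29 lower ones. Of these, Npas4, Fosb and Egr4 also belong to the immediate-early list, whose drop with IMN is described above. In Brd1+/- mice, which share no library with this comparison, 30 of the 32 changed in the same direction with IMN. Permuting treatment there reached that number or more with a permutation p = 0.0787, one-sided. By the 5% criterion set for that test chance calls would be favoured, while the splits argue the other way. Chance calls and an effect of IMN therefore cannot be told apart for the 32 genes as a set. That reading of the conflict was settled after both results were known.

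Mvd led to a wider test of sterol synthesis. A list of 20 other genes of the pathway changed by -0.153 with IMN in Brd1+/- mice (exact permutation p = 0.0190, or 0.0762 over the 4 tests of the added lists), with 18 of 20 genes and 8 of 9 libraries lower. In WT mice it changed by -0.061 (exact permutation p = 0.470), and the interaction of -0.092 had a permutation p = 0.366, so no difference between genotypes was shown. The unadjusted value alone would have met the criterion set for the test. Because it failed the adjustment, a criterion applied after the result was seen, chance among the top genes and a small drop of the pathway cannot be told apart. The 10 glucocorticoid-responsive genes changed by 0.17 in Brd1+/- mice (exact permutation p = 0.129), with 2 of 10 genes lower and 6 of 9 libraries higher. In WT mice they changed by 0.12 (exact permutation p = 0.185), with 4 of 10 genes lower and 9 of 10 libraries higher. Neither p-value argues against chance among the top genes.

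The largest axis of variation followed white matter, not the groups. The first principal component held 11.8% of the variance and correlated with the oligodendrocyte score over 36 libraries (r = 0.879, rho = 0.899, permutation p = 1e-05 for each, the smallest that 100000 permutations can give). It was 0.863 without the 2 libraries farthest from the median score. After each group's mean was taken away r was 0.873, which argues against a group difference in white matter as its source. The score ran from 3.44 to 7.67, and it did not differ between groups beyond their spread (smallest exact permutation p = 0.288). How much white matter entered a punch is a candidate source.

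Genes near Brd1 were examined for variants carried along with the targeted allele. Within 10 Mb of Brd1, 1 of 283 genes (0.35%) reached the nominal level in a comparison between genotypes, against 327 of 25288 elsewhere (1.29%; Fisher's exact test, two-sided, p = 0.278). No enrichment was seen, but 1 gene is too few to exclude a small one, so strain variants and none cannot be told apart.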
